A study of Homo sapiens with 3 samples.

How the data were processed

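RNA bound by HaloTag fusions was measured by GoldCLIP-seq in HCT116 cells, an established human colorectal carcinoma line. GoldCLIP is a form of crosslinking and immunoprecipitation in which the HaloTag ties the fused protein covalently to beads, so that washes can be denaturing and no gel is needed. The series held 3 samples with 1 library each: cells with HaloTag only, with RPL22-HaloTag and with RPL22L1-HaloTag. RPL22 is a protein of the large ribosomal subunit and RPL22L1 is its paralog. Groups were taken from the genotype given for each sample. Peak lists of the RPL22-HaloTag and RPL22L1-HaloTag libraries were used. The HaloTag-only library was not analysed here, so no background measured in that library is given beside any value.

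Each deposited list had 10 columns without a header and gave the position of a peak, a whole-number score and the distance of the summit from the peak start. Columns for signal, p-value and q-value held 0 throughout, and no strand was given. The deposited score is the authors' own value per peak. The peak names carry the term qpois, and the lowest score in both lists was 13. Together these point to a score of 10 times the −log10 of a Poisson q-value with a limit near 0.05, an inference from the values only. Scores were used to rank and filter peaks within a list, and the ratios of scores between lists that had been computed first were set aside, since the scales of separate libraries need not match. The closing part gives their values. The peak caller, its control, the aligner, the treatment of PCR duplicates and of reads with several matches, and the genome build are not stated in the labels or the files. Peaks were listed per library. The number of reads behind a list is unknown, so the depth of the libraries could not be set against the length of the lists.

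Sequence names and coordinates were compared with the NCBI RefSeq gene table of GRCh38. Of the peaks on the chromosomes with a score of 10000 or more, 65 of 154 in the RPL22-HaloTag list and 104 of 223 in the RPL22L1-HaloTag list had their summit in an annotated snoRNA, snRNA or tRNA gene. After a shift of 1000 bases 2 and 2 did. Coordinates are given as GRCh38 positions counted from 1. Both lists also used a sequence named chrR, which is not part of that assembly and whose identity is not stated.

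The gene table gave symbol, type, chromosome, start and end for 59792 genes, of which 58998 placed on chromosomes were used. It held no exons, strand or sequence. A summit was given to the shortest gene that contained it. Genes of the fixed list were counted by all summits within their bounds, including summits that lay in a shorter gene inside them. Peaks were called flat when they were 30 bases wide with the summit offset at 15. A score was called recurrent when at least 20 flat peaks held it and their number was at least 3 times the median of the 5 neighbouring scores on each side.

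Overlap between lists meant at least 1 shared base. The observed share was set beside 200 random placements of each peak within its own gene, or within 100000 bases for a peak outside genes. Placement ignored exons, the control and the ease with which reads can be aligned at a position, so the placed share is a level for position within the gene alone. The share overlapping after all RPL22-HaloTag peaks were moved by a fixed distance was added after the data were seen. Shares carry exact Clopper-Pearson 95% intervals. For flat peaks set beside other peaks of 30 bases, also added then, the others were weighted to the scores of the flat ones and given a normal 95% interval. Flat peaks at scores that none of the others held were left out of it. Shares of genes in a family were set beside 1000 random lists of protein-coding genes matched on length in 20 bins. Correlations across peaks or genes are Spearman's rho, and neither peaks nor genes are independent replicates. With 1 library per group no test between groups was run, and no p-value or SD is given. Intervals cover counting error only, and values describe these 2 libraries, not the conditions.

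Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The overlap and placement code was tested on simulated data built on the 154000 RPL22-HaloTag peaks. With 20% of peaks planted on RPL22L1-HaloTag peaks it recovered 20.02%, and with none planted it gave -0.028%. Of 300 summits, 0 were given another gene by a direct search, and 3 of 3 planted recurrent scores were found.

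The genes named were set by a rule fixed before the data were examined. It covered MDM4, RPL22, RPL22L1, UBAP2L, SMAD2, MALAT1, NEAT1 and a further gene that is not reported here, then in each list the 5 genes holding the highest-scoring peaks. It further covered, in lists of equal size, the 5 genes in each direction with the largest log2 ratio of summit number plus 1 among genes with at least 10 summits in both lists together. Lists of equal size kept the highest-scoring peaks of the longer list, and peaks tied at the lowest score were kept by sequence name and position until the number was reached. The other alternatives set beforehand were peaks at or above the median score of their own list, peaks at most 100 bases apart merged, overlap of at least 50% of both peaks, placement within 100000 bases of every peak, chromosomes without the mitochondrial one, at least 3 summits per gene, any overlap of the peak in place of its summit and peaks counted by length. Lists without flat peaks, a count of every gene holding a summit, all tied peaks kept or left out for the genes of largest ratio, and a switch between whole lists and lists of equal size for the named genes were added after the data were seen.

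Several planned measurements needed exons, strand or sequence and were not run. These were the shares of summits in coding exons, untranslated regions and introns, the distance of intronic summits to exons, hexamers at summits and folding energy at summits. Gene types were used in place of exon classes, and placement held the gene without the class of region.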

Results

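GoldCLIP-seq peak lists were compared between HCT116 cells with RPL22-HaloTag and cells with RPL22L1-HaloTag, 1 library each. The RPL22-HaloTag library is called the RPL22 list and the RPL22L1-HaloTag library the RPL22L1 list. There were no replicates, the number of reads per library is unknown, and the HaloTag-only library was not analysed here. The intervals given are exact Clopper-Pearson 95% intervals and cover counting error only.

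The length and make-up of the lists were compared first. The RPL22 list held 154000 peaks and the RPL22L1 list 254413, a ratio of 1.65. They covered 5435 kb and 8927 kb, a ratio of 1.64. The merging of neighbouring peaks moved both numbers less than 1.5-fold, to 147160 and 235400. The median width was 30 bases in both lists, which was also the smallest width, and the widest peaks spanned 357 and 420 bases. Peaks of exactly 30 bases made up 80.8% of the RPL22 list and 83.8% of the RPL22L1 list. The median score was 33 in the RPL22 list, with quartiles of 21 and 58. In the RPL22L1 list it was 124, with quartiles of 65 and 205. These scores were given separately for each library, and their scales were not compared.

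Most peaks were flat, meaning 30 bases wide with the summit at the centre. There were 99953 flat peaks in the RPL22 list, 64.9% of it, and 198226 in the RPL22L1 list, 77.9% of it. The number of flat peaks differed 1.98-fold between the lists. The number of other peaks was 54047 in the RPL22 list and 56187 in the RPL22L1 list, a ratio of 1.04. Flat peaks made up 98273 of the difference of 100413 peaks, or 97.9%. Scores of flat peaks piled up on a few recurrent values. In the RPL22 list 12 recurrent scores held 81.2% of the flat peaks, and the most frequent was the lowest of them, 21, with 42715 peaks. In the RPL22L1 list 32 recurrent scores held 56.7% of the flat peaks, and the most frequent was 115, with 8715 peaks. Steps between the 10 lowest recurrent scores were 12 to 17 in the RPL22 list and 15 to 18 in the RPL22L1 list.

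**Figure D1:**
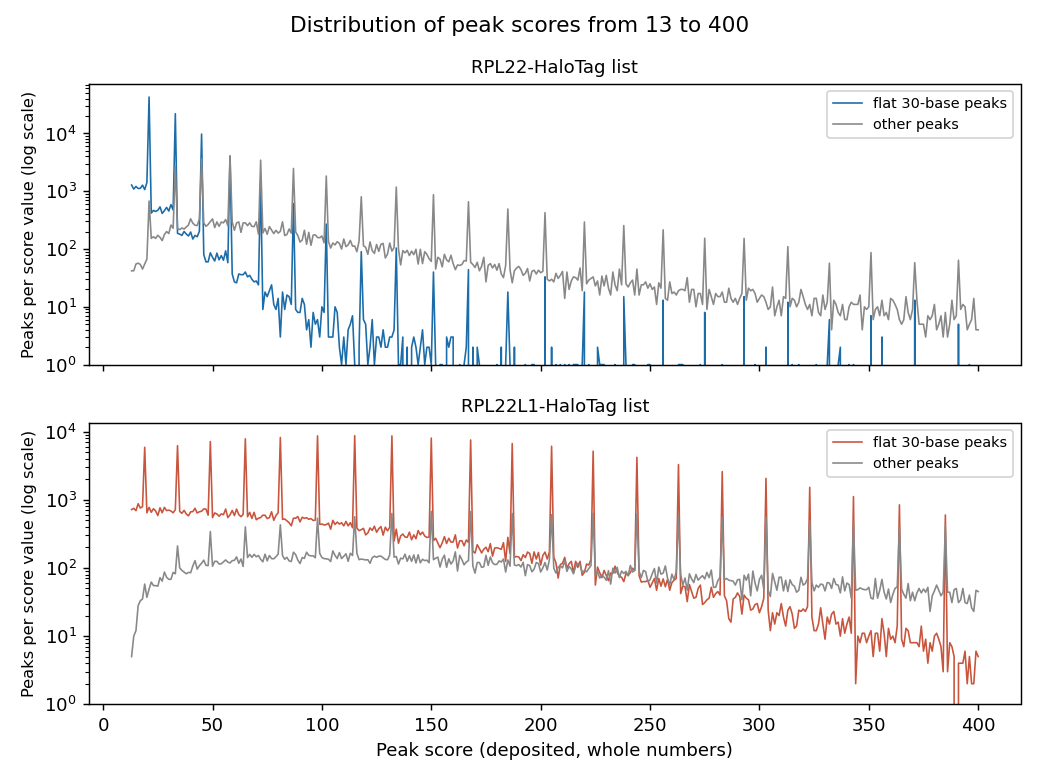
Number of peaks (log axis) at each deposited score from 13 to 400 in the RPL22 list and the RPL22L1 list, with flat peaks and other peaks drawn as separate lines. Flat peaks fall off from a score of 21 in the RPL22 list, while the spikes of the RPL22L1 list rise to a score of 115 before they fall.

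The share of peaks found at the same place in both libraries was measured next. In the RPL22 list 26786 peaks overlapped an RPL22L1 peak, or 17.4% (17.2 to 17.6%). Random placement within the same gene gave a mean of 3.04% and a range of 2.91 to 3.16% over 200 placements. In the RPL22L1 list 26978 peaks overlapped an RPL22 peak, or 10.6% (10.5 to 10.7%), against 1.83% for placed peaks. The observed shares were 5.72 and 5.79 times the placed ones, and 0 of 200 placements reached either. Placement did not hold exons, and the control used in peak calling is not stated. Among the alternatives, overlap of at least 50% of both peaks moved the RPL22 share most, to 9.76%. Leaving out flat peaks from both lists moved the RPL22L1 share most, to 24.0%, and gave 24.99% of the RPL22 peaks, or 11.5 and 11.4 times the placed share. When the RPL22 peaks were moved by 100 bases, the share overlapping fell to 6.42%, and after a move of 1000 bases it was 3.26%.

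Overlap rose with score in both lists. Of RPL22 peaks with a score below 50, 7.88% (7.71 to 8.04%) overlapped an RPL22L1 peak. The share was 49.02% (48.3 to 49.8%) for scores from 100 to below 300 and 84.5% (81.6 to 87.1%) for the 704 peaks with a score of 1000 or more, where random placement gave 21.1%. In the RPL22L1 list the share was 5.05% (4.85 to 5.25%) below 50, 9.87% (9.71 to 10.04%) from 100 to below 300, and 57.9% (55.8 to 60.02%) for the 2151 peaks of 1000 or more. Flat peaks overlapped less often than other peaks at like scores. With scores from 100 to below 300, the share in the RPL22 list was 19.0% (16.4 to 21.8%) for flat peaks and 50.6% (49.8 to 51.3%) for other peaks, while their placed levels were 2.34% and 5.54%. For the RPL22L1 list these shares were 6.84% (6.68 to 7.002%) and 20.8% (20.4 to 21.3%). Over the placed levels this was 8.11-fold against 9.12-fold in the RPL22 list and 4.73-fold against 7.72-fold in the RPL22L1 list. The other peaks include wider ones, which overlap more readily by their size. Those of 30 bases had shares of 35.1% in the RPL22 list and 12.6% in the RPL22L1 list in this band.

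**Figure D2:**
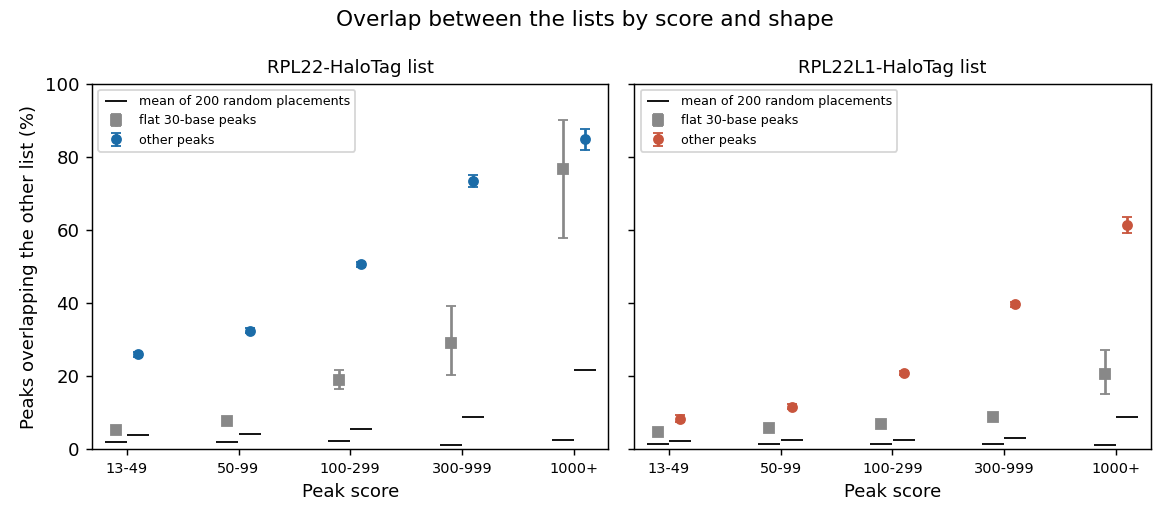
Percent of peaks overlapping the other list by peak score, for flat peaks (grey squares) and other peaks (coloured circles) of each list, with exact 95% Clopper-Pearson intervals as bars and the mean of 200 random placements as short black lines. Shares rise with score and lie above the placed level, reaching 84.9% for other RPL22 peaks and 61.4% for other RPL22L1 peaks with a score of 1000 or more.

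Genes were compared by their summits. A summit lay in 20169 genes in the RPL22 list and in 21253 genes in the RPL22L1 list, with 16395 genes in both. The Jaccard index was 0.655, and it moved most, to 0.727, when at least 3 summits were required. The median number of summits per gene with any was 3 and 4. Across the 16395 genes the numbers of summits in both lists had a Spearman correlation of 0.81. Summit number followed gene length within each list, with correlations of 0.52 and 0.50. The highest score per gene had a correlation of 0.58 across these genes, and the scores of the 26786 overlapping pairs of peaks one of 0.32. Overlap of at least 50% of both peaks moved the correlation of pairs most, to 0.42.

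Gene types were nearly alike in both lists. Summits in protein-coding genes made up 79.8% (79.6 to 80.0%) of the RPL22 list and 81.6% (81.5 to 81.8%) of the RPL22L1 list. Leaving out flat peaks moved these shares most, to 88.2% and 87.8%, and with it and with peaks at or above the median score the order of the lists turned around. Genes for long non-coding RNA held 8.57% (8.43 to 8.71%) and 8.05% (7.94 to 8.15%) of summits, and 9.70% (9.55 to 9.85%) and 8.73% (8.62 to 8.84%) lay outside genes. The highest peaks had another make-up. Among the 174 RPL22 peaks with a score of 10000 or more, 25.3% (19.0 to 32.4%) lay in snoRNA genes, 12.6% (8.10 to 18.5%) in protein-coding genes and 25.9% (19.5 to 33.0%) outside genes. Among the 238 such RPL22L1 peaks the shares were 30.7% (24.9 to 37.0%), 12.2% (8.31 to 17.0%) and 20.2% (15.3 to 25.8%).

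Gene families fixed before the data were examined were compared by the share of members with a summit. Of 91 cytosolic ribosomal protein genes, 60 had a summit in the RPL22 list, or 65.9% (55.3 to 75.5%), and 66 in the RPL22L1 list, or 72.5% (62.2 to 81.4%). Protein-coding genes of like length gave a median of 47.3% (38.5 to 57.1% over the middle 95% of lists) and 50.5% (40.7 to 60.4%). The requirement of at least 3 summits moved the shares most, to 27.5% in the RPL22 list and 59.3% in the RPL22L1 list. Histone genes had a summit in 33 of 94 cases in the RPL22 list, or 35.1%, against 23.4% for genes of like length. For the RPL22L1 list it was 45 of 94, or 47.9%, against 27.7%. Zinc finger genes of the ZNF series lay at the level of their length, with 71.4% against 71.8% in the RPL22 list and 72.7% against 73.1% in the RPL22L1 list. The random lists were matched on length only. RNA abundance was not measured, so a share above that of the random lists cannot be told from high expression of the family. These families hold near-identical members and processed copies, and how reads with several matches were placed is not stated. A summit lay in 137 and 185 of 1193 snoRNA genes, in 15 and 29 of 149 snRNA genes and in 109 and 102 of 429 tRNA genes, in the RPL22 and the RPL22L1 list.

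Ribosomal and mitochondrial RNA were examined as the ribosomal target and as a compartment apart. The annotated 45S, 18S, 5.8S and 28S rRNA genes of the chromosomes, 12 in number, held 0 peaks in both lists. The sequence named chrR, whose identity is not stated, held 19 RPL22 peaks and 28 RPL22L1 peaks, and 9 and 4 of the 20 highest scores of each list. The highest-scoring peak of both lists lay there, at 19732 to 20088 in the RPL22 list and at 19826 to 20107 in the RPL22L1 list. The RPL22 peak with the second rank, at 16018 to 16092 of chrR, had no overlapping RPL22L1 peak. The RPL22 list held 4 peaks on the mitochondrial chromosome and the RPL22L1 list 13. Peaks at or above the median score of their own list left these mitochondrial numbers as they were, since all of these peaks scored above it. That setting gave 20 chrR peaks in the RPL22L1 list.

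MDM4 on chromosome 1 (204516406 to 204558120) held 9 summits in the RPL22 list and 40 in the RPL22L1 list, of which 8 and 14 were not flat. In lists of equal size the RPL22L1 number was 25. Its highest RPL22 peak, at 204537631 to 204537676, had a score of 1046 and rank 670, within the top 0.435% of that list. The next one, at 204537524 to 204537568, had a score of 354 and rank 2715. Neither overlapped an RPL22L1 peak. The nearest was a flat peak with a score of 172 at 204537420 to 204537449, and the bases between were 181 and 74. Of the 9 RPL22 peaks, 3 overlapped RPL22L1 peaks. The highest RPL22L1 peak of the gene had a score of 936 and lay at 204532213 to 204532242. Exons and introns of the gene were not used here.

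The genes of both tagged proteins were examined in both lists. RPL22L1 on chromosome 3 (170864875 to 170870195) held 4 RPL22 peaks, all of which overlapped the 3 RPL22L1 peaks. The RPL22 peaks had scores of 411, 470, 477 and 127, and the RPL22L1 peaks 1886, 3474 and 3700. The highest had rank 1676 in the RPL22 list and rank 428 in the RPL22L1 list. RPL22 on chromosome 1 (6185020 to 6199595) held 5 RPL22 and 17 RPL22L1 peaks, with highest scores of 238 (rank 5216) and 368 (rank 16753). Of these, 3 and 6 were not flat, and in lists of equal size the RPL22L1 number was 11. Reads from the introduced coding sequence could not be told from those of the endogenous gene.

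**Figure D3:**
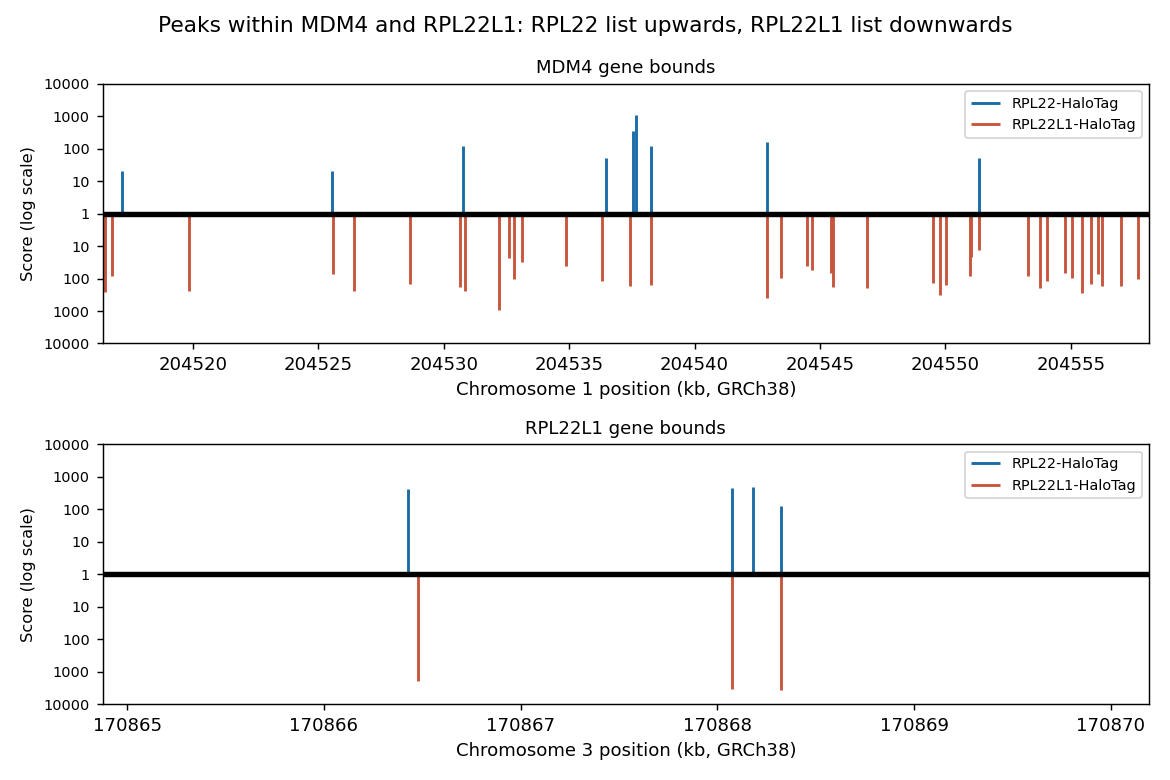
Peaks within the bounds of MDM4 and RPL22L1 by position of the summit (kb, GRCh38), RPL22 list upwards and RPL22L1 list downwards, with the line length giving the deposited score on a log axis. In MDM4 the RPL22 peaks with scores of 1046 and 354 stand beside an RPL22L1 peak with a score of 172, and in RPL22L1 the 4 RPL22 peaks lie over the 3 RPL22L1 peaks.

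Of the other genes fixed beforehand, UBAP2L (chromosome 1, 154220172 to 154271510) held 18 RPL22 and 38 RPL22L1 summits. Its highest peaks, at 154259827 to 154259870 in the RPL22 list and 154259812 to 154259870 in the RPL22L1 list, overlapped each other. SNORA58B and LTAP1 lie within the bounds of the gene. SMAD2 (chromosome 18, 47808957 to 47930872) held 31 and 66 summits, with ranks of 3679 and 6383 for the highest. In lists of equal size the RPL22L1 list held 20 summits in UBAP2L and 34 in SMAD2. MALAT1 (chromosome 11, 65497738 to 65506516), which overlaps TALAM1, held 2 RPL22 and 23 RPL22L1 summits, and NEAT1 (chromosome 11, 65422798 to 65445540) held 3 and 37. In lists of equal size the RPL22L1 number was 22 for NEAT1. It stayed at 23 for MALAT1, whose RPL22L1 peaks all had scores of 992 or more and could not be removed.

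The annotated gene with the highest score in both lists was ZNF773 on chromosome 19, through a peak at 57513035 to 57513064 present at the same bases in both. In the RPL22 list it was followed by RNU5E-1, SNORD27, RNU5E-6P and MYOCOS, and each of these peaks overlapped an RPL22L1 peak. In the RPL22L1 list it was followed by SNORA81, RN7SK, RNU5A-1 and the mitochondrial TRNT, and none of these 4 peaks overlapped an RPL22 peak. The ZNF773 and MYOCOS peaks were 30 bases wide and were given to these genes by position only. Without strand, exons or a background library they cannot be taken as binding to the mRNA of these genes. RNU5E-1, RNU5E-6P and RNU5A-1 are copies of related sequence, between which reads can be divided.

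Summit numbers per gene were compared in lists of 154000 peaks each, for which the RPL22L1 list was reduced to all peaks with scores above 98 and 4029 of the 9182 peaks with a score of 98. These 4029 were the first by sequence name and position, so the choice among them was arbitrary. Among 7936 genes with at least 10 summits, the log2 ratio of summit number plus 1 was above 1 in 543 genes and below -1 in 683 genes. The genes with the largest ratios towards RPL22L1 were NPM1 with 0 and 18 summits, PDP1 with 0 and 18, HMGN1 with 0 and 10, LOC102723704 with 0 and 10, and TALAM1, which overlaps MALAT1, with 2 and 23. The log2 ratios were 4.25, 4.25, 3.46, 3.46 and 3. Those towards RPL22 were CELSR2 with 16 and 0 summits, CCNF with 12 and 0, LOC100506023 with 11 and 0, PHEX with 10 and 0 and SLC38A7 with 10 and 0. Their log2 ratios were -4.09, -3.70, -3.58, -3.46 and -3.46. The RPL22 summits in these last 5 genes were mostly flat, with 3, 4, 0, 1 and 2 others, and the whole RPL22L1 list held 2, 3, 3, 4 and 1 summits in them. Their highest RPL22 scores were low, at 118, 81, 45, 72 and 72. The cut at a score of 98 fell on the RPL22L1 list only, while RPL22 peaks down to 13 were kept. The values of 0 in these genes thus come from the cut, and the ratios in the 2 directions are not like evidence. In PHEX 2 RPL22L1 summits had a score of 98 and were left out by the order of position. With all such peaks kept its log2 ratio was -1.87, and 4 of the 5 genes in each direction stayed among the 5 largest. With all of them left out 5 stayed towards RPL22L1 and 3 towards RPL22. The genes rich in RPL22L1 summits held 11, 18, 9, 8 and 23 that were not flat, and their highest RPL22L1 scores were 1421, 1946, 1188, 2541 and 90689.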

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

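The settings without flat peaks, with every gene holding a summit, with tied peaks kept or left out, and with the lists of equal or whole size switched for the named genes were chosen only after the results were seen. The other settings were set before the data were examined. In each case the main value is the one of the report.

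Peaks at or above the median score of their own list gave a shared share of 17.9% in the RPL22 list and 13.1% in the RPL22L1 list, 8.997 and 9.04 times the placed share. The Jaccard index of genes was 0.634, the protein-coding shares were 81.7% and 81.1%, and the score correlation was 0.34 across pairs and 0.53 across genes. Lists of equal size, with 154000 peaks in the RPL22L1 list by construction, gave shared shares of 13.7% and 13.7%, 6.99 and 7.06 times the placed share. The Jaccard index was then 0.645 and the RPL22L1 protein-coding share 81.2%. Merged peaks gave 17.98% and 11.2%, 5.46 and 5.48 times the placed share. Overlap of at least 50% of both peaks gave 9.76% and 5.91%, 8.50 and 8.60 times the placed share, and a pair correlation of 0.42. Placement within 100000 bases of each peak gave ratios of 10.1 and 10.1, since it does not hold the gene. Requiring at least 3 summits gave a Jaccard index of 0.727 and ribosomal protein gene shares of 27.5% and 59.3%. Counting every gene that held a summit gave a Jaccard index of 0.670. Peaks counted by length gave protein-coding shares of 81.6% and 82.9%.

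Without flat peaks the shared shares were 24.99% and 24.0%, 11.4 and 11.5 times the placed share. The Jaccard index was 0.626, the protein-coding shares were 88.2% and 87.8%, and the score correlation across genes was 0.45. The order of the lists in protein-coding share turned around here and with peaks at or above the median score. The cause of these shifts was not tested, apart from those that follow from how a setting is built. The ratio of observed to placed overlap ranged from 5.46 to 11.5 over the settings for which it was computed. It was not computed with tied peaks kept or left out, and settings that only change how genes are counted do not bear on it.

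Of 65 alternative values for the answers to the comparisons, 24 stayed within their interval or within 1.5-fold and 41 moved. The 24 include the numbers of mitochondrial and chrR peaks, which stayed within 1.5-fold. All mitochondrial peaks and all RPL22 chrR peaks scored 311 or more. The settings drop peaks below the median scores of 33 and 124 or, in the RPL22L1 list, below 98. They could not remove these peaks, so these unchanged numbers say nothing about stability. Of 160 values for single genes, other families and other gene types, 93 stayed, 57 moved down and 10 moved up. The setting of equal size leaves the RPL22 list as it is, so 4 of the 24 and 16 of the 93 stayed by construction and say nothing about stability. Intervals of large lists are narrow, so many small shifts count as moved. Among the 10 genes of largest difference the log2 ratio became 0.00 for LOC100506023 and PHEX without flat peaks. These genes were picked for their large ratios. Another 20 of the 93 are log2 ratios of these genes with all or none of the peaks tied at a score of 98, of which 1 differed at all from the main value, PHEX at -1.87. With the ties kept or left out, the shared share of the RPL22 list was 13.9% or 13.5% and the Jaccard index 0.647 or 0.644.

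Not run for want of exons, strand or sequence were the coding-transcript classes and every alternative for summits near exons, hexamers and folding energy. No paired analysis was possible because the groups hold 1 library each and no test was made. The unknown depth limits every comparison of numbers between lists: a longer list cannot be told from a deeper library.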

Other observations

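All tests in this part were chosen only after the pattern was seen, except the test of peaks in clusters, whose prediction was written before its result. No biological explanation of a difference between the libraries was tested against replicates, since there are none.

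The difference in list length lay almost wholly in flat peaks. A flat peak with a recurrent score may be a position covered by reads with the same start and end, either copies of 1 molecule or several alike. If each were the copies of 1 molecule placed without regard to the other list, flat peaks would meet flat peaks of the other list as often after a small move as in place. In place 4370 of 99953 flat RPL22 peaks did, 1.99 times the mean number after a move of 100 bases in both directions, which argues against that for all of them. A first form of this test used random placement within the gene and gave a ratio of 3.07, but placement does not hold exons. The excess is a small part of the flat peaks, and positions to which reads are readily misaligned in every library would give it too. If flat peaks were the same kind of site as other peaks of 30 bases, they should overlap the other list as often at the same scores. With the other peaks weighted to the scores of the flat ones, below a score of 300 the flat share was 5.54% (5.40 to 5.69%) against 19.6% (17.7 to 21.5%) in the RPL22 list and 6.08% (5.97 to 6.19%) against 10.8% (10.01 to 11.5%) in the RPL22L1 list. Over the placed levels this was 2.78-fold against 5.76-fold and 4.05-fold against 5.45-fold. With scores of 300 or more in the RPL22L1 list it was 6.61-fold against 12.05-fold, for the 9205 of 9577 flat peaks that could be matched. These values argue against it for these 3 groups, each taken as a whole, which hold nearly all flat peaks. They do not settle it for every band of score within a group. Of the 126 flat RPL22 peaks with a score of 300 or more, only 81 had scores that other peaks of 30 bases also held. For these 81 the share was lower, 30.9% against 46.2% with overlapping intervals. Their ratio was higher, 27.5-fold against 17.3-fold, so the question stays open for flat RPL22 peaks with such scores. Intervals take the placed level as fixed. This matched form followed others whose values had been seen. In bands of score against all other peaks, the flat ratio was the lower below a score of 300 in both lists and in the RPL22L1 list up to 1000. It was the higher in the RPL22 list from 300, with 23.3-fold against 8.25-fold and then 29.7-fold against 3.88-fold, and from 1000 in the RPL22L1 list, with 17.8-fold against 6.86-fold. These higher bands hold 96, 30 and 184 flat peaks. A form in bands against peaks of the same width, which asked for a lower share and ratio in every band of both lists, was not met. Below a score of 50 in the RPL22L1 list its ratios were 3.05 and 3.04, and from 100 to below 300 in the RPL22 list they were 8.11 and 8.61 with overlapping intervals. From 50 to below 100 in the RPL22L1 list they were 3.72 and 4.06, also with overlapping intervals. The flat ratio was the higher in the RPL22 list from 300 to below 1000, 23.3 against 7.95, and from 1000, 29.7 against 10.1. From 1000 in the RPL22L1 list it was the higher too, 17.8 against 10.1. In the remaining bands the flat share and ratio were lower, with intervals apart. A flat peak may also rest on fewer molecules than another peak of the same score, which would lower its overlap without another kind of binding, and this was not tested. Treatment of PCR duplicates is not stated, and whether duplicates set the recurrent scores stays open.

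The highest RPL22 peaks in MDM4 had no RPL22L1 partner. Too little RPL22L1 coverage of the gene as a whole would leave few summits there, but the RPL22L1 list held 40 in MDM4, against 9 in the RPL22 list. Of these, 14 and 8 were not flat. Summits elsewhere in the gene do not give the coverage at the place of these peaks, which was not measured. The nearest RPL22L1 peak was flat with a score of 172, and 74 bases lay between. Low RPL22L1 coverage at that place thus stays open. The pair may also belong to the ordinary share of high peaks without a partner. Of the 704 RPL22 peaks with a score of 1000 or more, 109 had none, or 15.5% (12.9 to 18.4%). With scores from 300 to below 1000, the band of the other MDM4 peak, 71.9% (70.2 to 73.5%) of 2871 peaks had a partner, so that lacking one was more common there. These shares do not settle it for a pair of neighbouring peaks, and with 1 library of each protein a site bound by RPL22 alone cannot be told apart from a peak missed in the other library.

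MALAT1 and NEAT1 held more summits in the RPL22L1 list. If the longer list alone were the reason, their summits should differ by about the ratio of the list lengths, 1.65. They numbered 5 in the RPL22 list and 60 in the RPL22L1 list, a ratio of 12 (4.87 to 38.3). Of 9240 genes with at least 10 summits, 64 had a ratio of summit number plus 1 as large as the 8 of MALAT1. The summits of a gene are not independent, so the interval is too narrow. A first form of this test used lists of equal size, which could not remove the MALAT1 peaks, and it was replaced after its value of 23 was seen. A deeper library is not excluded by this. A higher yield of all abundant nuclear RNA in that library could also give it. Of high RPL22 peaks in snoRNA genes, with a score of 1000 or more, 14.1% (7.26 to 23.8%) had no RPL22L1 partner, against 15.5% of all such RPL22 peaks. In the other direction it was 42.7% (33.3 to 52.5%) of high RPL22L1 peaks in snoRNA genes against 42.1% of all. In this share snoRNA genes went with all high peaks within counting error. For snRNA genes it was 0 of 9 high RPL22 peaks (0 to 33.6%) and 9 of 19 high RPL22L1 peaks (24.4 to 71.1%), which is within counting error too. Numbers of genes with a summit in lists of equal size lean towards the explanation. They were 137 and 163 for snoRNA and 15 and 28 for snRNA genes, in the RPL22 and the RPL22L1 list. The order was the reverse for tRNA (109 and 99), lncRNA (4921 and 4230) and protein-coding genes (13307 and 12696). The cut to equal size took low scores from the RPL22L1 list only, so these numbers do not settle it. The abundance of each RNA was not measured, so this explanation stays open. A first form of the test had used score ratios between the lists, with a median log2 ratio of 0.09 over 96 snoRNA genes against 1.71 over all genes, and was replaced, after its value was seen, because scores of separate libraries need not share a scale. Taken as first written, that form counted against the explanation, so the choice of test matters here. Open as well is a difference in binding between the proteins.

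RPL22L1 peaks on the RPL22L1 gene may come from transcripts of the tagged gene. If these raised the scores, the gene should gain more in rank than nearly all genes. Among genes with a summit in both lists its highest score stood at the 92.7th percentile in the RPL22 list and at the 98.7th in the RPL22L1 list, and this gain lay at the 60.6th percentile of all genes. By the ratio of scores, the form first tried, it lay at the 85.2th percentile. A gene that high has little room to gain. The RPL22 gene stood at the 79.2th percentile in the list of its own tagged protein and at the 58.3th in the RPL22L1 list, a change at the 18.9th percentile of all genes. Both genes stood higher in the list of their own tagged protein, which goes with the explanation, but neither change lay beyond those of nearly all genes, so the question stays open.

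The highest scores of both lists lay on chrR. A candidate explanation is that chrR holds the ribosomal RNA repeat, added to the genome so that reads no longer settle on the copies in the chromosomes. Then the annotated 45S, 18S, 5.8S and 28S rRNA genes should be without peaks, and both lists together held 0 in these 12 genes. A rule that drops reads with several matches would empty those genes too, so the identity of chrR rests on its name and this value only.

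If RPL22 sites came in tighter groups than RPL22L1 sites, more of the 3000 highest RPL22 peaks that were not flat should have a second one within 200 bases. The share was 2.13% (1.65 to 2.72%) in the RPL22 list and 3.87% (3.21 to 4.62%) in the RPL22L1 list, which goes the other way. Random placement within the gene gave means of 1.87% and 2.67% and highest values of 2.83% and 3.53%. Placed peaks could overlap or lie close together, while real peaks of a list were always at least 31 bases apart. The placed level thus counts pairs that the lists cannot hold, so it cannot decide whether RPL22 peaks cluster. With a share of 2.13%, the pair of peaks in MDM4 was not typical of the RPL22 list.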
